A study of Mus musculus with 41 samples. Its data were reported in "H3K18 lactylation marks tissue-specific active enhancers" (2022).

How the data were processed

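CUT&Tag profiles (an assay in which an antibody directs a transposase to cut and tag DNA next to a histone modification) of 4 histone post-translational modifications (hPTMs) were analysed in mouse cells and tissues. The marks were lactylation of lysine 18 of histone H3 (H3K18la), H3K27ac, H3K4me3 and H3K27me3. The labels divide the 41 samples into 24 groups, each a cell type combined with a mark. Of these groups, 17 hold 2 samples and 7 hold 1 sample.

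The authors trimmed the paired reads, aligned them to the mouse genome build mm10 with Bowtie2, computed fragment coverage with bedtools and combined the coverage of biological replicates before calling peaks. Peaks were called with SEACR in its stringent mode, which kept the top 1% of regions without a control track. Each of the 24 deposited peak lists gives, per the authors' methods, the total signal (fragment coverage summed over the bases of the peak) and the maximum signal (the highest coverage within the peak). All values of the deposited signal columns were checked to be whole numbers, so the coverage was not scaled for sequencing depth, and signal was compared within a list only. Exclusion of blacklisted regions was described for later steps and not for the lists themselves, and peaks on mitochondrial DNA were present in them. Whether duplicate reads were removed was not stated.

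Because replicates were pooled before peak calling, every group has a single peak set, the spread between replicates cannot be measured from the lists, and the cell type was the unit of every test. Errors given as SD are spreads over cell types. The lists do not give the number of sequenced reads per sample, and sequencing depth was not analysed here. Total in-peak signal and the number of called bases are given in its place. Shares of peaks or genes from a single set carry 95% Wilson intervals, and an interval on a difference of shares combines 2 such intervals. These intervals cover counting error only.

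Peaks on chromosomes 1 to 19 and X were used, with sequence lengths from the mm10 genome. Promoters were 2000 bp up- and downstream of each transcription start site (TSS) of the 141767 transcripts of 55450 annotated genes, and a 1-bp overlap counted. CpG islands (CGI) were called from the genome sequence as stretches of at least 200 bp with a GC content of at least 50% and an observed over expected CpG ratio of at least 0.6, which gave 16137 islands. A promoter with an island in it was a CGI promoter. Peaks that overlapped no promoter were called distal. The similarity of 2 peak sets was the base-pair Jaccard index, the bases in both sets over the bases in either. Fold enrichment was the observed number of shared bases over the number expected if both sets were placed at random in the genome. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0. Figures were drawn with matplotlib 3.10.9.

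Cell types were assigned to 4 lineages from their labels: stem cells (mESC-ser, mESC-2i), muscle (GAS, MB, MT), macrophages (BMDM, PIM) and adipocytes (ADIPO). The stem cell H3K27me3 and H3K4me3 lists whose names give no medium were taken as mESC-ser, because the sample descriptions name the same lists with the serum medium added and mESC-2i has lists of its own. Lineage structure was tested with an exact two-sided permutation test that reassigned the cell types to lineages of the same sizes. Matching of H3K18la with another mark was tested with an exact one-sided permutation test over all pairings of cell types. Paired differences within cell types were tested with an exact two-sided sign-flip permutation test. It treats cell types as independent, which those of the same lineage may not be. The 10 tests formed a family, and Benjamini-Hochberg (BH) adjusted values are given beside the raw p. Paired differences within 3 or 4 cell types cannot pass a threshold of 0.05 in this test and were reported as values. The labels show 2 technical divisions. Stem cells were processed as whole cells and the other 6 cell types as nuclei. The mark is also named under either of 2 label tags, antibody or histone, whose meaning is not explained. Tested results were recomputed within these divisions, and lineage structure also with every set reduced by total signal to the bases of the smallest one. Both steps were added after the data had been seen.

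The interval functions were checked against bedtools 2.31.1 on simulated peak sets, and the tests were run on simulated data. With 30% of the peaks shared within a lineage or a matched pair, the lineage and matching tests made the call in 500 of 500 simulations each. With no shared structure the lineage test called 21 of 500, the matching test 21 of 500 and the sign-flip test 17 of 500. The sign-flip simulations drew independent values, so they leave likeness between cell types of a lineage untested. A smaller first run had given 9, 2 and 10 null calls of 100, and the number of simulations was raised for that reason.

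Genes named in the results were a list of 22 promoters, fixed in advance, of housekeeping and lineage genes. For each lineage, the 2 H3K18la peaks with the largest total signal that overlapped a peak in every cell type of the lineage and none in the other lineages were also named. Because signal is unscaled, peaks from different lists of a lineage were ranked by their percentage of the total signal of their own list, a reading of this rule that was settled after the data had been seen. Alternatives covered the 5000 peaks with the largest total signal of each set, fold enrichment in place of the Jaccard index, promoters of 1000 bp on each side, TSS of protein-coding transcripts only, a stricter overlap, H3K4me3 peaks in place of annotated promoters, removal of regions called in every set, all sequences, mean in place of maximum signal, and leaving out each cell type in turn. Expression data and public enhancer tables were not used here, and comparisons of signal between samples were left out because the coverage is unscaled.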

Results

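Genome-wide occupancy of H3K18la, a lactate-derived acylation of histone H3, was profiled beside H3K4me3 and H3K27ac, hPTMs of active promoters and enhancers, and H3K27me3, a mark of repressed chromatin. The panel held 8 mouse cell types. They were embryonic stem cells grown in serum (mESC-ser) or in 2i medium (mESC-2i), primary myoblasts (MB), myotubes differentiated from them (MT), gastrocnemius muscle (GAS), bone marrow-derived macrophages (BMDM), post-ischemia macrophages from muscle (PIM) and adipocytes of white fat (ADIPO). H3K18la was profiled in all 8 cell types with 14 samples, H3K27me3 in 7 with 12 samples, H3K27ac in 5 with 7 samples and H3K4me3 in 4 with 8 samples. Each cell type and mark has 1 pooled peak set, so no value of a single set has a replicate error.

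The H3K18la sets held between 13551 peaks (MB) and 36823 peaks (GAS) and covered between 22.6 Mb (BMDM) and 137 Mb (MT). H3K27ac sets covered 27.4 to 197 Mb, H3K4me3 sets 40.9 to 65.1 Mb and H3K27me3 sets 54.8 to 173 Mb. The median H3K18la peak was 916 bp wide in BMDM and 4595 bp wide in mESC-2i. Total in-peak signal, which sums the fragment bases within peaks and is not scaled for depth, ranged from 527 Mb in the MB H3K27me3 set to 4399 Mb in the PIM H3K4me3 set. Sets thus differed in size as well as in position, and the similarity measures below depend on both.

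Whether H3K18la distributions follow tissue identity was asked by comparing peak sets within and between lineages. The mean Jaccard index of H3K18la was 0.253 for the 5 pairs within a lineage and 0.0983 for the 23 pairs between lineages. The difference of 0.154 was the largest of all 840 assignments of cell types to lineages (exact two-sided permutation test, p = 0.00119, the smallest possible; BH-adjusted 0.0119 over 10 tests). The ranges overlapped, from 0.105 to 0.437 within and from 0.0373 to 0.187 between lineages, with GAS and MB as the lowest pair within and GAS and ADIPO as the highest pair between. Among the 6 cell types processed as nuclei the difference was 0.0945 (exact permutation p = 0.0167, the smallest of 60 assignments), and among the 6 whose labels carry the tag antibody it was 0.110 (exact permutation p = 0.0167). Of its alternatives, leaving out MT gave the largest p (difference 0.171, exact permutation p = 0.0190). On the log2 fold enrichment scale the difference was 1.08 (exact permutation p = 0.00595). GAS was an exception on this scale, with 3.03 for both MB and MT, 3.17 for BMDM and 3.14 for ADIPO. The pairs within a lineage that did not involve GAS had 3.92 to 4.97. The lowest of them, MB with MT, lay near the highest pair between lineages, MB with BMDM, at 3.82. MB had 3.44 with PIM. The H3K18la sets of MB and BMDM rest on 1 sample each.

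H3K27me3 sets also resembled each other more within lineages, with a mean Jaccard index of 0.285 against 0.176. This difference of 0.109 was the largest of 105 assignments (exact two-sided permutation test, p = 0.00952, the smallest possible; BH-adjusted 0.0190). Without PIM it fell to 0.0697 (exact permutation p = 0.0167). Among the 5 cell types processed as nuclei it was 0.102, where 10 assignments allow no p below 0.1, and among the 6 with the tag antibody it was 0.106 (exact permutation p = 0.0333). Whether the lineage difference is larger for H3K18la than for H3K27me3 was not tested.

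**Figure D1:**
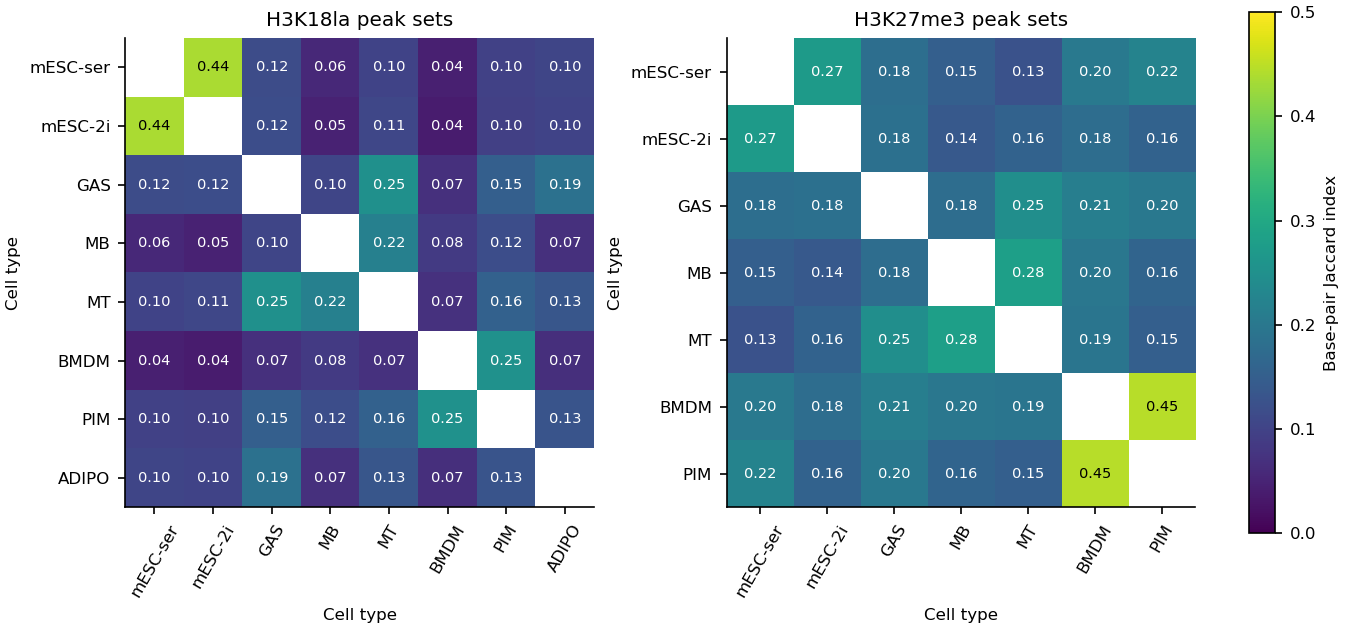
Base-pair Jaccard index (no unit, colour scale from 0 to 0.5) of every pair of cell types for H3K18la (left, 8 sets) and H3K27me3 (right, 7 sets). For H3K18la the pairs within a lineage ranged from 0.105 to 0.437 and the pairs between lineages from 0.0373 to 0.187.

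The next comparison asked which hPTM shares its cell-type-specific regions with H3K18la. In the 5 cell types with H3K27ac, the mean Jaccard index of H3K18la with H3K27ac was 0.334 in the same cell type and 0.119 across different cell types. The matched pairing gave the largest difference, 0.215, of 120 pairings (exact one-sided permutation test, p = 0.00833, the smallest possible; BH-adjusted 0.0190). In 4 of 5 cell types the H3K18la set was closest to the H3K27ac set of its own cell type. The exception was PIM, whose H3K18la set had an index of 0.310 with BMDM H3K27ac and 0.255 with its own. On the log2 fold enrichment scale this held in 3 of 5, as GAS had 3.08 with its own set and 3.28 to 3.33 with those of BMDM, PIM and ADIPO. Among the 4 cell types processed as nuclei the difference was 0.208 (exact permutation p = 0.0417, the smallest of 24 pairings). Among the 4 with the tag antibody for H3K18la it was 0.179 (exact permutation p = 0.0417). With the 5000 peaks of largest signal per set, the alternative that changed its p the most among the same cell types, it was 0.206 (exact permutation p = 0.0167).

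For H3K4me3, measured in 4 of the cell types, the matched mean was 0.226 and the unmatched mean 0.130. The difference of 0.0957 had an exact one-sided permutation p of 0.0417, the smallest of 24 pairings, and did not hold after correction (BH-adjusted 0.0694), although the own cell type ranked highest in 4 of 4 (3 of 4 on the log2 fold enrichment scale, with mESC-2i as the exception). Without PIM this difference fell to 0.0585, with too few pairings left for a test. Only 2 of these cell types were processed as nuclei, too few to pair.

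For H3K27me3, measured in 7 of the cell types, the matched mean of 0.0146 lay below the unmatched mean of 0.0311. The planned exact one-sided permutation test for a higher matched value gave p = 0.999 (BH-adjusted 0.999). The difference was -0.0165 in all 7 cell types and -0.0108 among the 5 processed as nuclei (exact permutation p = 0.975).

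H3K18la overlapped H3K27ac more than H3K27me3 in 4 of 4 cell types, with a mean difference in Jaccard index of 0.274 ± 0.0486 (SD, n = 4). Against H3K4me3 the order differed between cell types. The index with H3K27ac minus that with H3K4me3 was 0.0477 in mESC-ser, 0.160 in GAS and -0.0597 in PIM, a mean of 0.0493 ± 0.110 (SD, n = 3) that is smaller than its spread. The log2 fold enrichment scale accounts for the number of called bases. On it the differences were 0.46, -0.23 and 0.54, so that the signs of GAS and PIM turned. With 5000 peaks per set the signs of the Jaccard differences stayed, with 0.0462, 0.214 and -0.0198. The comparisons of H3K27ac with H3K27me3 and with H3K4me3 have too few cell types to pass 0.05 in the sign-flip permutation test. No other test was run on them.

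Peaks were then assigned to genomic features. The share of H3K18la peaks at promoters was 38.9% ± 8.60 (SD, n = 8 cell types), where promoters make up 10.9% of the genome. The mean shares in introns and in intergenic sequence were 31.2% ± 6.32 and 28.1% ± 3.96 (SD, n = 8). Counted in peaks, the lowest promoter share was 27.4% in MB (Wilson interval 26.7 to 28.2%) and the highest 50.2% in mESC-2i (49.5 to 50.9%). In ADIPO it was 45.1% (44.5 to 45.7%). With TSS of protein-coding transcripts only, the alternative that moved it most, the mean share was 26.95%. Promoter shares of the other marks were 55.3% ± 7.51 for H3K27ac (SD, n = 5), 72.4% ± 13.3 for H3K4me3 (SD, n = 4) and 38.5% ± 7.34 for H3K27me3 (SD, n = 7).

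The promoter share of H3K18la was lower than that of H3K27ac in 5 of 5 cell types, by a mean of -15.3 ± 8.61 percentage points (SD). With 5 cell types the exact two-sided sign-flip permutation test cannot go below 0.0625, the value it gave (BH-adjusted 0.0893). The mean was -15.4 points in the 4 cell types processed as nuclei and -14.9 points in mESC-ser. It was -18.2 points in the 2 cell types in which both marks carry the same label tag and -13.4 points in the other 3.

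Against H3K27me3 the difference in promoter share averaged -0.516 ± 11.8 percentage points (SD, n = 7; exact two-sided sign-flip permutation p = 0.938, BH-adjusted 0.999). H3K18la had the higher share in mESC-ser, mESC-2i and GAS and the lower share in MB, MT, BMDM and PIM. The mean was 13.5 points in the 2 stem cell types, processed as whole cells, and -6.13 ± 8.24 points (SD) in the 5 types processed as nuclei, so input material and lineage coincide in this contrast. Among the 5000 peaks with the largest signal the difference became -19.0 points (exact permutation p = 0.0313).

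**Figure D2:**
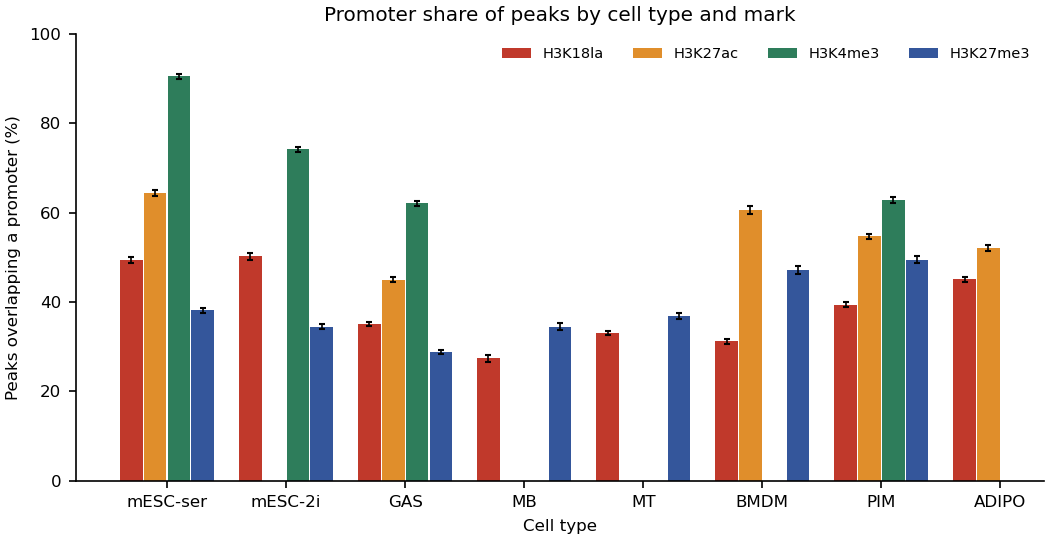
Share of peaks that overlap a promoter (percent, vertical axis) by cell type (horizontal axis) and mark (colour). Bars are single pooled sets and error bars 95% Wilson intervals, and the H3K18la bar is below the H3K27ac bar in 5 of 5 cell types with both marks.

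Enrichment at CGI promoters was compared with that at promoters without a CGI, to ask which class of promoters carries H3K18la. The log2 ratio of the enrichments was 1.82 ± 0.37 (SD, n = 8), above 0 in 8 of 8 cell types (exact two-sided sign-flip permutation p = 0.00781, the smallest possible; BH-adjusted 0.0190). The lowest ratio was 1.23 in MB and the highest 2.26 in mESC-ser. In mESC-ser the H3K18la set was enriched 9.07-fold at CGI promoters and 1.89-fold at the others. The mean log2 ratio was 1.69 ± 0.33 in the 6 cell types processed as nuclei and 2.21 ± 0.08 in the 2 processed as whole cells (SD). The alternative that moved it most, the 5000 peaks with the largest signal, gave 1.23. The sign-flip test treats the 8 cell types as independent, although they come from 4 lineages.

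Promoters marked by any of the 3 active hPTMs were classified in the 3 cell types with all 4 marks (mESC-ser, GAS and PIM). They were counted per gene, and a mark was present if a peak overlapped any promoter of the gene. The marks of a class can therefore lie at different promoters of the same gene. All 3 active marks were present at 42.3% ± 7.85 of these genes (SD, n = 3), with 39.1% in mESC-ser, 36.5% in GAS and 51.2% in PIM. H3K4me3 and H3K27ac without H3K18la marked 18.5% ± 1.05, and H3K4me3 alone marked 17.1% ± 3.36. These shares depend on how many peaks are called. Among the 5000 peaks with the largest signal of each set, the share with all 3 marks was 15.9% and the share with H3K4me3 alone 33.5%.

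H3K27me3 was then counted in these classes, again per gene and at any of its promoters. It was present at 61.1% of the H3K4me3-only promoters in mESC-ser, 42.7% in GAS and 66.4% in PIM. At promoters with all 3 active marks the shares were 15.2%, 7.74% and 13.4%. The difference was 44.6 ± 9.06 percentage points (SD) and positive in 3 of 3 cell types. With 5000 peaks per set it fell to 10.1 points on average and was -0.274 points in GAS. In mESC-ser, 66.9% of the 1244 genes with promoter H3K18la and H3K4me3 but no H3K27ac carried H3K27me3 at a promoter (Wilson interval 64.2 to 69.4%). Whether these marks lie at the same promoter was not tested. In GAS and PIM this class had 31.1% and 35.7%, below the H3K4me3-only promoters of the same cell types.

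**Figure D3:**
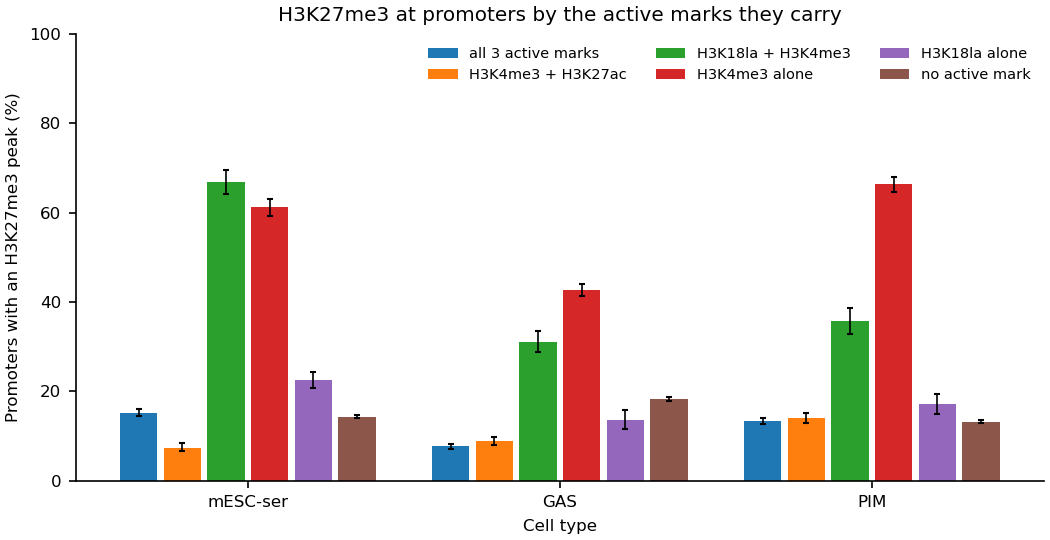
Share of promoters, counted per gene, with an H3K27me3 peak (percent, vertical axis) in mESC-ser, GAS and PIM (horizontal axis). Colour gives the active marks at any promoter of the gene, without the classes of H3K18la with H3K27ac and of H3K27ac alone. Bars are single pooled sets with 95% Wilson intervals, and H3K4me3-only promoters carried H3K27me3 in 61.1%, 42.7% and 66.4% of cases.

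Distal regions addressed the question of H3K18la at enhancers. Of 10285 distal regions with any active mark in mESC-ser, 62.2% carried H3K18la alone (Wilson interval 61.3 to 63.2%) and 4.94% carried H3K27ac alone (4.54 to 5.38%). In PIM these shares were 44.4% and 4.62% of 22327 regions. In GAS they were 27.9% and 26.8% of 32472 regions. The difference averaged 32.7 ± 28.8 percentage points (SD, n = 3) and was positive in 3 of 3 cell types, with 57.3 points in mESC-ser, 1.10 in GAS and 39.8 in PIM. The H3K18la set covered more bases than the H3K27ac set in mESC-ser and PIM and fewer in GAS. When the larger set was reduced to the number of bases of the smaller one, the difference was -56.2 points in mESC-ser, 50.7 in GAS and -24.0 in PIM. The sign with equal bases thus followed which set had been reduced. With 5000 peaks in every set it stayed positive in 3 of 3, with 54.6, 11.8 and 64.5 points. In GAS it was -0.220 points with promoters of 1000 bp on each side and -1.76 points with TSS of protein-coding transcripts only. The ranking of the marks at distal regions therefore depends on how set size is treated.

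Lineage-restricted H3K18la peaks, which overlap no H3K18la peak of another lineage, were compared between distal and promoter positions. They made up 48.7% ± 8.78 of distal peaks and 23.4% ± 4.02 of promoter peaks (SD, n = 8). The difference of 25.3 ± 5.25 percentage points was positive in 8 of 8 cell types (exact two-sided sign-flip permutation p = 0.00781, the smallest possible; BH-adjusted 0.0190). It ranged from 18.3 points in ADIPO to 31.7 points in MT. The mean was 24.1 ± 5.35 points in the 6 cell types processed as nuclei and 28.8 ± 4.19 points in the 2 processed as whole cells (SD). With H3K4me3 peaks in place of annotated promoters, the alternative that moved it most, it was 41.0 points. With 5000 peaks per set it fell to 14.4 points, from 7.51 in mESC-ser to 23.6 in MB (exact permutation p = 0.00781). The sign-flip test treats the 8 cell types as independent. They come from 4 lineages, and those of the same lineage are compared with the same other sets.

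**Figure D4:**
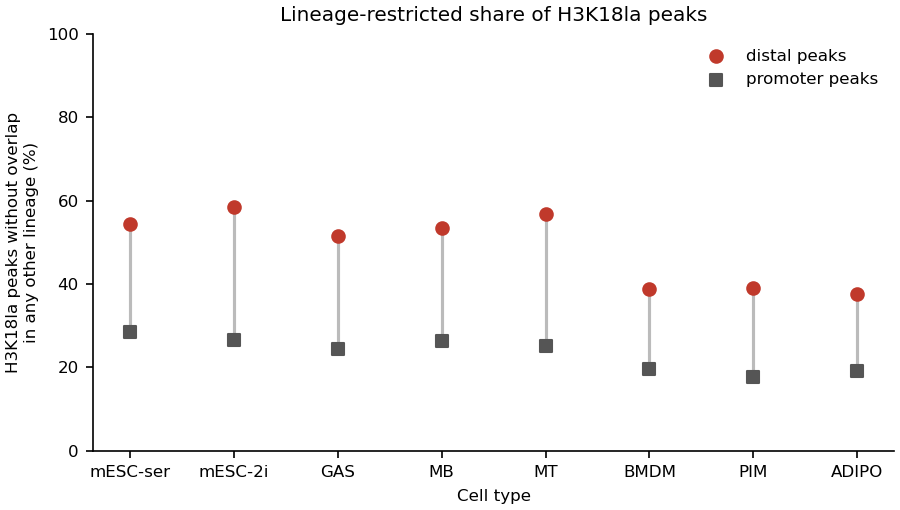
Share of H3K18la peaks without overlap in any other lineage (percent, vertical axis) for distal peaks (circles) and promoter peaks (squares) of each cell type (horizontal axis). Distal shares ranged from 37.5% to 58.4% and promoter shares from 17.8% to 28.5%.

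A pair of related cell states was compared within each of the muscle and stem cell lineages, with 1 pooled set per state and therefore no test. For MT and MB, 26.9% of 24443 distal H3K18la regions and 30.0% of 11684 promoter regions were called in both. The difference was -3.12 percentage points (interval -4.13 to -2.13), and with TSS of protein-coding transcripts only it was -0.383 points (interval -1.54 to 0.756), which includes 0. For mESC-ser and mESC-2i, 40.0% of 12465 distal regions and 60.8% of 11768 promoter regions were shared. This difference was -20.9 points (interval -22.1 to -19.6). The smaller set of a pair limits the share of regions called in both. MB, from 1 sample, had 3717 promoter and 9833 distal peaks, against 11238 and 22753 in MT. The stem cell sets were closer in size, with 9425 and 9632 in mESC-ser and 9991 and 9917 in mESC-2i. The 2 pairs are thus not alike in this limit. With 5000 peaks per set the differences were -7.80 points for MT and MB and -19.3 points for the stem cells.

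Peak height was compared within each list. The log2 ratio of the median maximum signal of promoter peaks to that of distal peaks was 0.07 ± 0.13 (SD, n = 8), above 0 in 6 of 8 cell types (exact two-sided sign-flip permutation p = 0.164, BH-adjusted 0.205). The mean was 0.10 in the 6 cell types processed as nuclei and -0.02 in the 2 processed as whole cells. Among the 5000 peaks with the largest signal it reversed to -0.10 (exact permutation p = 0.00781). That setting ranks peaks by total signal and so favours wide ones.

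Promoters of 22 genes chosen in advance were read as called or not called in every set. At the 9 housekeeping genes, H3K18la was called in 64 of 72 combinations of gene and cell type and H3K27me3 in 1 of 63. The stem cell genes Pou5f1, Nanog and Sox2 had H3K18la in 6 of 6 combinations with stem cells and in 0 of 18 with other cell types. H3K27me3 was called at these 3 genes in 0 of 6 combinations with stem cells and in 13 of 15 others. The macrophage genes Csf1r, Adgre1 and Cxcl2 had H3K18la in 6 of 6 combinations with macrophages and in 2 of 18 others, both at Csf1r. The muscle genes Myod1, Myog, Ckm and Myh1 had it in 9 of 12 combinations with muscle cells and in 0 of 20 others. The adipocyte genes Adipoq, Plin1 and Pparg had it in 3 of 3 combinations with ADIPO and in 5 of 21 others, none of them at Plin1.

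The strongest lineage-restricted H3K18la peaks were 13872 to 40145 bp wide (mm10 positions). In stem cells the first was an intergenic region on chromosome 11 from 33516108 to 33546694, whose nearest TSS, that of Ranbp17, is 2362 bp away. The second lies on chromosome 3 from 34732236 to 34772380, overlaps exons and a TSS of Gm38509 and begins 79775 bp past the end of Sox2, a gene at 34650405 to 34652461 on the same chromosome. This region also carried H3K27ac in mESC-ser, the only stem cell type with H3K27ac data. In muscle the 2 peaks lay on chromosome 9 from 35359283 to 35373154, over 2610105M22Rik, and on chromosome 2 from 163344834 to 163362234, in an intron of Jph2. In macrophages they lay on chromosome 16 from 3641351 to 3663524, between genes, and on chromosome 8 from 117065877 to 117081807, over exons and introns of Pkd1l2. In adipocytes, a lineage with a single cell type here, they lay on chromosome 16 from 34977015 to 35002627, over Mylk, and on chromosome 11 from 101373116 to 101396294, over G6pc. H3K27ac was called in the same lineage at 8 of these 8 regions. H3K27me3 was called in the same lineage at both macrophage regions, in BMDM on chromosome 16 and in PIM on chromosome 8.

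**Figure D5:**
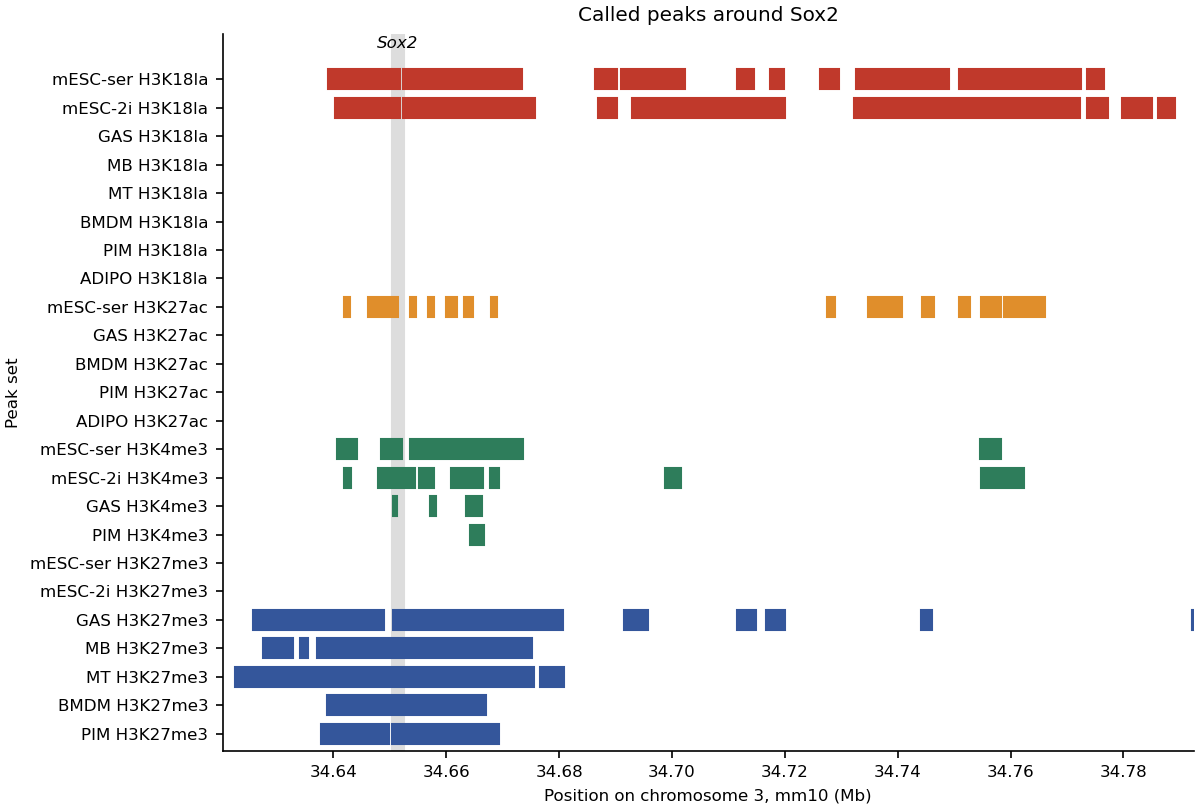
Called peaks (boxes) of each peak set (vertical axis) around Sox2 on chromosome 3 (mm10, position in Mb on the horizontal axis), coloured by mark. H3K18la and H3K27ac boxes appear in stem cell sets alone, and H3K27me3 boxes cover the Sox2 promoter in 5 of 7 sets, none of them from stem cells.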

Values the study reported

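The study reported that promoters carrying an active mark mostly held all of H3K4me3, H3K27ac and H3K18la (37–50%), H3K4me3 with H3K27ac (19–21%) or H3K4me3 alone (15–24%). It gave a promoter fraction of about 40% for H3K18la peaks in mESC and ADIPO, the highest among its samples.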

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

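All tests in this part except those of X-linked paralogs and of weak peaks in mESC-ser were chosen only after the result was seen.

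Peaks on the Y chromosome were left out of every comparison above, yet the promoters of the Y genes Ddx3y, Eif2s3y, Kdm5d and Uty had 16 calls in the active-mark sets. They stood out as signal in data outside the main measurement. All of these calls came from 6 of the 17 active-mark sets: the H3K18la set of BMDM, the 3 active sets of PIM and both active sets of ADIPO. Reads from X-linked paralogs placed on Y are argued against, because 6 active-mark sets had a peak at all 4 paralogs (Ddx3x, Eif2s3x, Kdm5c, Kdm6a) and at none of the Y genes. In PIM and ADIPO a candidate explanation is cells with a Y chromosome: 5 of their 5 active-mark sets had peaks at 2 or more of the Y genes, and 0 of the 5 had one at the Xist promoter. In BMDM, cells with a Y chromosome cannot be told apart from other sources, since only 1 of its 2 active-mark sets carried Y-gene peaks, and the other, H3K27ac, had none and a peak at the Xist promoter. None of the 5 active-mark sets of the stem cells had a Y-gene call. The labels give no sex, and the study describes its mice as female while it names the ADIPO depot epididymal, a term for a male depot, so male or mixed donors, or a sample from another source, stay open for PIM and ADIPO.

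Mitochondrial DNA was also outside the comparisons, and it took 9.50% of the in-peak signal of the BMDM H3K18la set. Its share was 8.26% in MT, 3.98% in PIM and 2.19% in GAS H3K18la, and the H3K18la set had the highest share of all marks in 8 of 8 cell types (mean log2 ratio to the next mark 2.74 ± 2.28, SD; exact two-sided sign-flip permutation p = 0.00781, the smallest possible). Measured as the maximum signal on mitochondrial DNA over the median peak, it was highest in 6 of 8 (mean log2 ratio 2.38, exact permutation p = 0.0313), with GAS and MB as exceptions. Cytoplasm carried into the nuclei cannot be told apart from a property of the H3K18la libraries. The share in BMDM was 98.9 times that of its next mark, which cannot decide between them. Whether the libraries shared a preparation is not stated, and a share also depends on the nuclear signal called for its own mark. The stem cells, processed as whole cells, had H3K18la shares of 0.0985% and 0.159%. Because the list holds peaks and not all reads, these shares also move with how much of the nuclear signal was called. No biological explanation was tested.

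The overlap of H3K18la with H3K27me3 of the same cell type went in opposite directions in the stem cell cultures, with a log2 fold enrichment of 1.42 in mESC-ser and -1.22 in mESC-2i. The difference between them was not tested, as each is 1 pooled set, and it rests on assigning an H3K27me3 list named without a medium to mESC-ser. PIM had 0.59, and the other 4 cell types were below 0. The mESC-ser H3K27me3 list had 0.99 to 1.33 with H3K18la of the other cell types. Enrichment with this list was thus not specific to the matched pair. H3K18la of mESC-ser had higher values with H3K27me3 of BMDM (1.77) and PIM (2.02) than with its own, and 0.18 to 1.17 with the rest. H3K18la of PIM had -0.91 to 1.25 with the other H3K27me3 lists, and that of mESC-2i had 0.37 to 1.62. In mESC-ser, weak peaks near the calling threshold are argued against as the whole cause, since the enrichment was 1.14 among the 5000 strongest peaks. Cutting of open chromatin in the mESC-ser H3K27me3 libraries is argued against only for promoters, counted per gene as above, with H3K4me3 and H3K27ac but no H3K18la. They carried H3K27me3 in 7.41% of cases and promoters without an active mark in 14.4%. Promoters with H3K18la went both ways, with 11.2% beside H3K27ac, 15.2% with all 3 active marks, 22.5% alone and 66.9% beside H3K4me3. For promoters with H3K18la this explanation stays open. In PIM the enrichment among the 5000 strongest peaks was 0.068, and promoters with H3K4me3 and H3K27ac alone carried H3K27me3 in 14.0% of cases against 13.2% of unmarked ones, so weak peaks and cutting of open chromatin cannot be told apart there from a shared distribution. The culture medium, which the design names, stays open for the stem cells, as do a mixture of cell states and batch. The H3K18la and H3K27me3 labels carry the tag histone in mESC-2i and the tag antibody in mESC-ser.

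H3K18la overlapped H3K27ac more than H3K4me3 in GAS (difference in Jaccard index 0.160) and less in PIM (-0.0597). The difference between these cell types was not tested. The number of called bases is a candidate explanation, as the H3K27ac set covered 197 Mb in GAS and 27.4 Mb in PIM. Once the overlap was divided by its random expectation, 2 of 2 signs turned. With 5000 peaks per set both signs stayed, at 0.214 in GAS and -0.0198 in PIM. The H3K27ac peaks kept there still differed in bases, with 72.7 Mb in GAS and 9.20 Mb in PIM. A tissue difference stays untested.

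The promoter share of H3K18la was above that of H3K27me3 in mESC-2i (15.7 percentage points) and below it in BMDM (-16.0 points), a difference between groups that was not tested. Wider H3K27me3 peaks, which touch a promoter more often, are a candidate explanation for the negative values in MT, BMDM and PIM, of which 3 of 3 turned positive when bases were counted in place of peaks. In MB the difference stayed at -3.01 points in bases, so width is not the whole cause there. Input material and lineage stay open, as the stem cells alone were processed as whole cells.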

How the results depend on the processing

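All tests in this part followed alternatives fixed before the data were examined, except 5 recomputations of lineage structure, 3 within label divisions and 2 with equal bases in every set, which were chosen only after the data were seen.

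Across 132 alternatives for 20 results, 117 kept the direction and the side of the threshold or stayed within the spread, 13 moved, 1 became stronger and 1 reversed. The count leaves out recomputations reported in other parts. Among these is the distal comparison with equal bases, with -56.2 points in mESC-ser, 50.7 in GAS and -24.0 in PIM. Most recomputations within label divisions are left out too, and some of those had the opposite sign to the main value. The H3K18la lineage difference ranged from 0.0945 to 0.213 over its alternatives on the Jaccard scale, and each of them passed its exact permutation test. All 31 values obtained by leaving out a cell type kept their direction, but in 7 of them no arrangement of the remaining sets could pass the threshold, so these say nothing about the call.

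Keeping the 5000 peaks with the largest total signal of each set changed the most results. The H3K18la minus H3K27me3 promoter share became -19.0 percentage points and passed the threshold (exact permutation p = 0.0313), negative in 6 of 7 cell types. The peak height log2 ratio reversed to -0.10 (exact permutation p = 0.00781). Promoters with all 3 marks fell to 15.9% and those with H3K4me3 alone rose to 33.5%. Those with H3K4me3 and H3K27ac alone averaged 20.4%, with a fall to 12.5% in GAS and a rise to 27.1% in PIM. The H3K27me3 difference between H3K4me3-only and triple-marked promoters fell to 10.1 points. The distal minus promoter shared share moved to -7.80 points for MT and MB and to -19.3 points for the stem cells. Fewer peaks per set leave fewer promoters with every mark by construction, and the cause of the other changes was not tested.

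On the log2 fold enrichment scale, which has another unit, H3K27ac minus H3K4me3 was 0.26 and H3K27ac minus H3K27me3 4.74. Promoters of 1000 bp on each side gave -22.4 points for the stem cell pair. With TSS of protein-coding transcripts only, fewer promoters exist, and the H3K18la promoter share was 26.95%, the share of promoters with H3K4me3 and H3K27ac alone 23.2% and the MT and MB difference -0.383 points. With H3K4me3 peaks in place of promoters the H3K18la promoter share was 48.1%. The cause of these changes was not tested beyond the altered definition.

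No paired analysis was possible because the replicates of each group were pooled into 1 peak set before the lists were made, which rules out pairing by replicate, whereas pairing by cell type was used in the sign-flip tests. Because of the pooling, leaving out a replicate was not run. Sequencing depth, which was not analysed here, and the differing number of called bases limit every comparison of shares between marks. In the distal comparison, the sign in mESC-ser and PIM depended on how set size was treated.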

Other observations

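Several tests in this part were chosen only after the result was seen. They were those of copy number, of an inactive X chromosome, of the lower H3K27me3 overlap and of bases at promoters. Also chosen then were the lineage test among nuclei alone and those of equal bases for lineage structure and the X chromosome.

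The X chromosome held 6.09% of the H3K27me3 peak bases in GAS and 6.23% in MT, near its 6.49% of the genome, and between 0.628% and 1.98% in the other 5 cell types. A larger number of called bases is argued against as the whole cause, because GAS and MT still had at least 3.09% among the 5000 strongest peaks, where the highest of the others was 1.70%, and at least 2.96% with equal bases in every set, where the highest of the others was 1.83%. A raised X copy number in all marks is argued against as well, since the X share of H3K18la bases was at most 1.05% in GAS and MT and between 1.19% and 1.68% in the other cell types. A rise in some marks stays open, as the GAS H3K4me3 set had 3.12%, the highest of 4, and the GAS H3K27ac set 0.197%, the lowest of 5. Among the 5000 strongest H3K4me3 peaks that rank did not hold, with 1.37% in GAS and 1.84% in PIM. An inactive X chromosome may be involved but cannot be told apart from other causes: the Xist promoter had a peak in 2 active-mark sets of GAS and in 0 of MT, whose only active mark here is H3K18la. The Xist promoter also had a peak in the MT H3K27me3 set, the only one of 7, and in an active-mark set each of mESC-2i and BMDM, whose H3K27me3 shares on X were the lowest (0.628% and 0.704%). MB, the cells MT derive from, had an X share of 1.83% from 1 sample.

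The H3K18la overlap with H3K27me3 was lower in matched than in unmatched cell types, opposite to the planned direction. The lower tail of the exact permutation test gave p = 0.00119 on the Jaccard scale. The number of called bases is argued against as its cause, since the difference was -1.71 on the log2 fold enrichment scale (exact lower-tail permutation p = 1.984e-04, the smallest of 5040 pairings). That the marks exclude each other in most of these cell types is a candidate explanation, with mESC-ser and PIM as exceptions.

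For the lineage structure of H3K18la, sets of similar size within a lineage are argued against as the cause. The difference was 0.145 with equal bases in every set (exact permutation p = 0.00119). It was 0.163 with 5000 peaks in every set, which equalises the number of peaks but not of bases (10.2 Mb in BMDM, 65.3 Mb in mESC-2i). The division into whole cells and nuclei is argued against as the whole cause by the 0.0945 that remained among nuclei. Tissue identity thus stays a candidate explanation, together with batches that the labels do not name.

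Whether the larger H3K18la sets cause the excess of distal H3K18la-only regions could not be settled. In GAS, where the H3K27ac set covers more bases, the excess was 1.10 percentage points, neither clearly turned nor kept, and it was -0.220 points with narrower promoters. With 5000 peaks in every set the excess stayed positive in 3 of 3, with 11.8 points in GAS, where the H3K27ac peaks again covered more bases. With equal bases the lowest of the 3 differences was -56.2 points, but the sign followed which set had been reduced, and reduction by total signal keeps the wide peaks, so set size and distribution cannot be told apart.

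Base counts give the same order of H3K18la and H3K27ac at promoters as peak counts. The share of H3K18la bases in promoters was below that of H3K27ac in 5 of 5 cell types, with the smallest difference, -1.67 points, in GAS and the largest, -26.8 points, in PIM. Merged regions called in every deposited set numbered 14 and covered 0.817 Mb.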
